A study of Arabidopsis thaliana with 6 samples.

How the data were processed

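Small RNA libraries from Arabidopsis thaliana inflorescences (ecotype Col-0) were analysed in 6 samples, 3 from wild type (WT) and 3 from a triple mutant lacking the RNA-dependent RNA polymerases RDR1, RDR2 and RDR6 (here rdr126). RNA-dependent RNA polymerases copy single-stranded RNA into the double-stranded precursors of many small interfering RNAs (siRNAs). The libraries were made from total RNA with the TruSeq small RNA kit, per the labels' protocols. Groups and replicate numbers were taken from the sample titles.

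The deposited values were raw read counts of each distinct sequence, with identical reads collapsed by the authors and no normalization, as the values themselves show. The labels name no trimmer, length limit, aligner or genome build. In every file the sequences were from 15 to 42 nt long and were sorted by falling count. The deposited files had 3 layouts. WT replicates 1 and 2 had a count and a sequence in columns, and WT replicate 3 had them on alternating lines. In the rdr126 files the line number stood directly before the count without a separator, so it was removed, after which the counts never rose down a file. The layout of the deposited counts thus differed between the genotypes, so the design alone cannot tell a difference in the authors' last processing steps from genotype. At 21 nt, reads of the TAS genes, which yield trans-acting siRNAs, made up 0.537% to 0.595% of the analysed reads in WT and 0.00259% to 0.00437% in rdr126. Reads of miRNA genes at this length made up 12.3% to 16.0% and 44.7% to 49.6%. These values argue against a step that treats reads of a given length alike as the source of these changes. A step that selects reads by sequence was not tested.

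Reads of 18 to 30 nt were used. Read numbers were divided by the library's total of such reads and are given as RPM. The totals ranged from 5259344 to 9853839 reads. At these depths the smallest share that could be shown, set at 3 reads, was between 3.04e-05% and 5.70e-05% of the 18 to 30 nt reads. Wilson 95% intervals were calculated for the share in each library. Reads carry no molecular identifiers, so intervals and floors cover counting error only.

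Sequences were matched to the TAIR10.1 assembly with bwa 0.7.19, allowing 0 mismatches. All coordinates come from this match and are 1-based. Reads with several sites were split equally over them, and those with more than 50 sites were left out of locus counts. Of 1000 fragments drawn from the genome, 994 were placed at their origin and the other 6 had more than 50 sites, while 1000 fragments with a changed base gave 0 false matches. Loci were made from nuclear positions with a pooled coverage of at least 0.5 RPM, merged within 75 nt. Split counts were rounded to whole reads. Counts for miRNA genes used reads of 20 to 24 nt on the gene's strand, over 326 annotated genes, and counts for TAS genes (the sources of trans-acting siRNAs) used such reads on either strand.

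Sequences, loci and miRNA genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, after filterByExpr with a minimum count of 10, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Sequences and loci were scaled by the library total of 18 to 30 nt reads, so a fold change is a change in relative abundance. Trimmed mean of M-values (TMM) factors were used for miRNA genes, so a change there is relative to the other miRNA genes. Standard errors (SE) were taken as the size of the log2 fold change divided by the square root of its F statistic. Values for single groups are means ± SD. Shares were compared with two-sided exact permutation tests of the difference in means (scipy 1.17.1). With 3 samples against 3, the smallest possible p is 0.1, and with 3 pairs in an exact sign-flip test it is 0.25.

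The fit was tested on simulated counts with log2 changes of 2 in size. It recovered 144 of 200 changed sequences with 5 false calls and 161 of 200 changed loci with 7 false calls. For miRNA genes it recovered 19 of 20 with 0 false calls. The simulated changes went up or down at random, with a dispersion of 0.1 throughout, and all other features were unchanged. In the data most tested sequences and loci were lower in rdr126. The simulation therefore does not cover false calls that arise from the choice of scaling.

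A retained locus was one with at least 80% of its reads 20 to 24 nt long, outside annotated miRNA genes, with at least 10 reads in every rdr126 library, and not called lower in rdr126. Named items followed a rule set before the data were examined. The rule covered the TAS genes with the miRNA genes whose products trigger them, the 3 miRNA genes, 5 loci and 3 sequences with the largest rise and with the largest fall, the 5 retained loci with the highest rdr126 mean, and the most abundant sequence of each genotype. Items named for a change had an adjusted p under 0.05 and every rdr126 replicate on one side of every WT replicate. They also had a mean of at least 10 RPM over all 6 libraries. For miRNA genes, the separation of replicates and the mean were taken on TMM-scaled RPM.

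Alternatives covered other scalings, DESeq2 1.42.0, other filters, reads with 1 site only, other locus definitions, other denominators, and each replicate left out in turn. Replicate numbers in the sample titles run from 1 to 3 in both genotypes, and a fit with the replicate number as a block was made for this reason. Libraries were taken as separate samples because the labels list them so. A check for a library deposited more than once found none. Over sequences with at least 100 reads in a pair of libraries of one genotype, the median chi-square value was from 3.89 to 9.02 times that of sampling alone. This check cannot tell separate plants from separate preparations of one RNA. The labels give no sequencing batch or date.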

Results

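Small RNAs were sequenced from inflorescences of wild-type Arabidopsis (Col-0) and of the rdr126 triple mutant, with 3 libraries per genotype. The comparison addressed which small RNAs remain when RDR1, RDR2 and RDR6 are absent. The WT libraries held 9624889, 11578877 and 8274285 reads in replicates 1, 2 and 3, of which 8081882, 9853839 and 7150406 were 18 to 30 nt long. The rdr126 libraries held 7224299, 7917173 and 8385594 reads, of which 5259344, 5724740 and 5874548 were 18 to 30 nt long. Exact matches to the genome were found for 88.3%, 87.0% and 88.1% of the 18 to 30 nt reads in WT and for 91.4%, 91.3% and 91.0% in rdr126.

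The TAS genes depend on RDR6 for their siRNAs and served as a check of the genotype labels. Summed over the 5 genes, TAS reads of 20 to 24 nt numbered 7458, 7870 and 8106 RPM in the WT replicates and 39.0, 57.0 and 61.6 RPM in the rdr126 replicates. Their log2 fold change was -7.22 ± 0.29 (SE), with an adjusted p of 2.25e-08 in edgeR's quasi-likelihood test. An exact two-sided permutation test on log2 RPM gave p = 0.1, the smallest value that 3 libraries against 3 allow. With the replicate number as a block, the log2 fold change was -7.24, and the exact sign-flip test of the 3 pairs gave p = 0.25, its smallest value. The mean correlation of same-numbered libraries in their deviations from the group means, across 1890 sequences, was -0.103. Of the 6 ways to match the WT with the rdr126 libraries, 5 gave a correlation at least as high, with values from -0.14 to 0.204. Sequences are not independent replicates, so this is a description only, and the check was made on sequences and not separately for each result below. Of the alternatives, scaling by miRNA reads moved the summed change most, to -8.95.

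Each TAS gene was lower in rdr126. The smallest fall was at TAS1A (AT2G27400, chromosome 2, 11721539 to 11722468, minus strand), from 234 ± 33.8 to 3.09 ± 0.86 RPM (SD, n = 3 libraries), and the largest was at TAS1B (AT1G50055, chromosome 1, 18549204 to 18550042, minus strand), from 279 ± 5.60 to 1.02 ± 0.25 RPM. TAS1C (AT2G39675, chromosome 2, 16537288 to 16538277, minus strand) had the most reads, 4007 ± 236 RPM in WT and 26.1 ± 6.18 RPM in rdr126. TAS2 (AT2G39681, chromosome 2, 16539384 to 16540417, minus strand) fell from 2054 ± 138 to 11.1 ± 3.56 RPM. TAS3 (AT3G17185, chromosome 3, 5861491 to 5862437, plus strand) fell from 1237 ± 32.96 to 11.2 ± 1.71 RPM. With 1-site reads only, the smallest fall was at TAS3, with a log2 fold change of -6.76 against -7.08 at TAS1A.

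**Figure D1:**
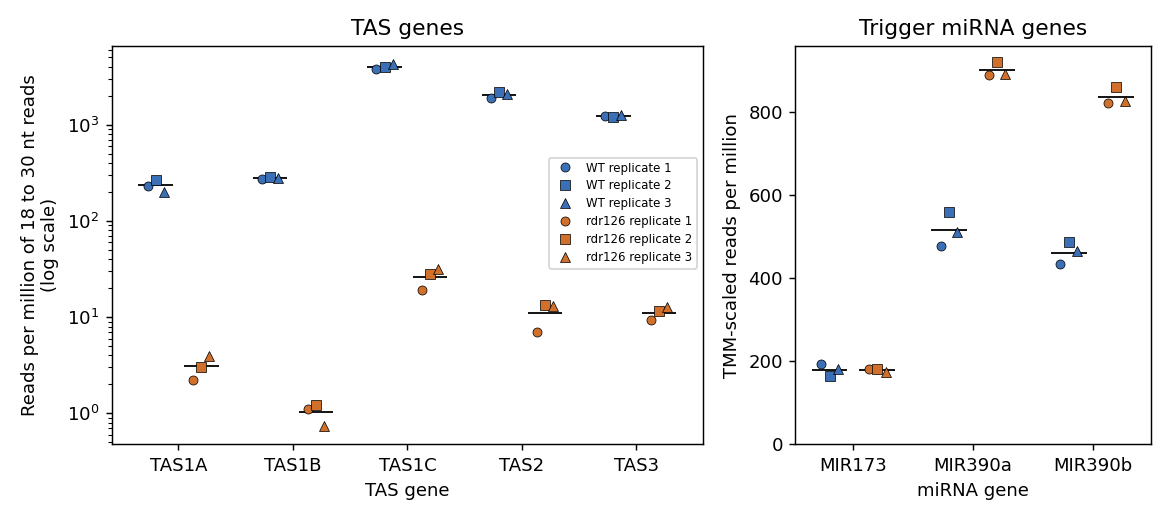
The left panel plots RPM (log axis) at each TAS gene and the right panel plots TMM-scaled RPM at the miRNA genes whose products trigger them, with a point per library and a line at the mean of each genotype. At TAS1C the WT mean is 4007 RPM and the rdr126 mean is 26.1 RPM, while MIR173 has means of 179 and 178 TMM-scaled RPM.

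The length distribution differed between genotypes. Reads of 24 nt made up 48.2% (Wilson 95% interval 48.13 to 48.20), 50.8% (50.73 to 50.80) and 47.9% (47.86 to 47.93) of the 18 to 30 nt reads in the WT replicates. In the rdr126 replicates they made up 4.08% (4.06 to 4.10), 3.79% (3.78 to 3.81) and 4.58% (4.56 to 4.59). The group values were 48.9% ± 1.58 and 4.15% ± 0.40 (SD, n = 3), a difference of -44.8 percentage points that exceeded the spread between replicates (exact two-sided permutation test, p = 0.1, the smallest possible). Reads of 21 nt made up 19.2% ± 1.96 in WT and 52.7% ± 2.69 in rdr126, a difference of 33.5 percentage points (exact permutation test, p = 0.1, n = 3). Paired by replicate number as a block, the mean differences were -44.8 ± 1.93 and 33.5 ± 4.31 percentage points (SD over 3 pairs), each with p = 0.25 in the exact sign-flip test, and the correlation of same-numbered libraries across sequences was -0.103. For the 21-nt share, counting each distinct sequence once moved the difference most, to 6.70 percentage points. For the 24-nt share, leaving out organelle and structural RNA matches moved it most, to -52.5 percentage points.

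**Figure D2:**
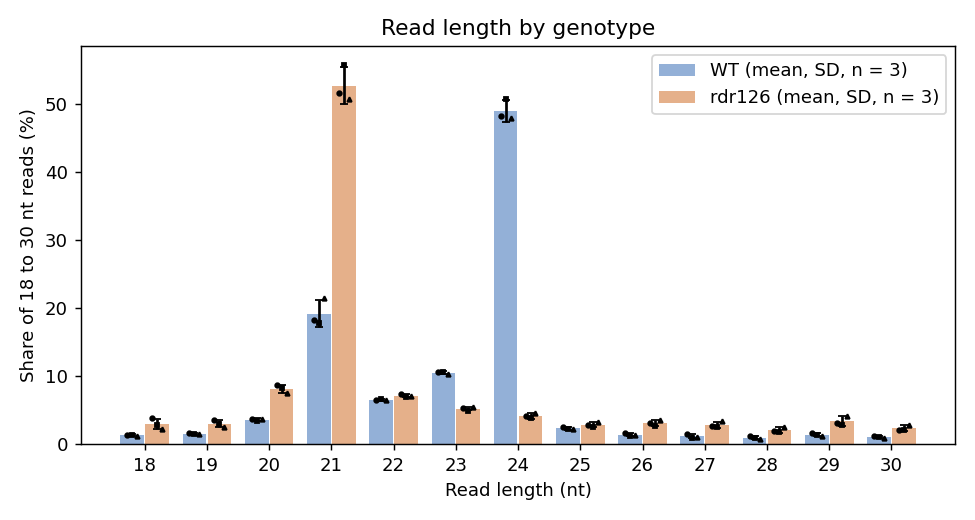
Bars show the mean share of 18 to 30 nt reads (percent) at each read length (nt) in WT and rdr126, error bars the SD over 3 libraries, and points the single libraries. The 24-nt share is 48.9% in WT and 4.15% in rdr126, and the 21-nt share is 19.2% in WT and 52.7% in rdr126.

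Reads matching annotated miRNA genes on the gene's strand made up 15.3%, 14.3% and 18.5% of the 18 to 30 nt reads in WT and 51.6%, 56.4% and 50.8% in rdr126. The group values were 16.0% ± 2.17 and 53.0% ± 3.03 (SD, n = 3), a difference of 36.9 percentage points (exact two-sided permutation test, p = 0.1). The mean paired difference with the replicate number as a block was 36.9 ± 4.91 percentage points (exact sign-flip test, p = 0.25), where same-numbered libraries had a correlation of -0.103 across sequences. Among reads of 20 to 24 nt only, the difference was 50.1 percentage points. Over the 3 shares, the Benjamini-Hochberg adjusted p equals the raw p of 0.1. Structural RNA fragments also made up a larger share in rdr126. rRNA matches rose from 5.31% ± 1.42 to 13.9% ± 1.34 and tRNA matches from 1.29% ± 0.21 to 3.29% ± 0.28, while nuclear reads outside the annotated RNA classes fell from 61.7% ± 1.97 to 15.0% ± 1.69. Each of the 9 read classes gave p = 0.1 in the exact permutation test (n = 3), and an adjusted p of 0.1.

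Of 261828 distinct sequences with at least 10 reads in all, 48484 passed the filter and were tested. In edgeR's quasi-likelihood test, 30262 were lower and 14172 were higher in rdr126 at an adjusted p under 0.05. With the replicate number as a block, 30225 were lower and 12787 were higher, and the same-numbered libraries had a correlation of -0.103. The number lower rose most, to 191040, when the filter was 10 counts in total, and the number higher fell most, to 481, when libraries were scaled by miRNA reads.

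Under the naming rule, the sequence with the largest rise was AATGAATGATGCGGTAGACAAATTA, with 0 reads in each WT library and 177, 193 and 211 reads in the rdr126 libraries. It had no exact match to the genome. Its first 24 nt matched chromosome 4 at 12353065 to 12353088 on the plus strand, inside MIR319a (AT4G23713). The next was ATCGGCTGCCGGTGGCGTACAAGG, at chromosome 5, 19009107 to 19009130 on the minus strand, inside MIR160c (AT5G46845), which rose from 0.134 ± 0.140 to 35.4 ± 0.66 RPM (log2 fold change 7.99 ± 0.50 SE, adjusted p 6.10e-07 in edgeR). ATCGGCTGCCGGTGGCGTACAAGGA, which is 25 nt long and begins at the same 5-prime end, rose from 0.210 ± 0.095 to 29.2 ± 4.07 RPM.

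The 3 sequences named for the largest falls were 24 nt long with 1 genomic site, and each had 0 reads in every rdr126 library. ATAGGATTGACATGTCTCGAAGCA, at chromosome 4, 4105069 to 4105092 on the plus strand between annotated genes, had 1487 ± 286 RPM in WT. GACGAGGACATGAGAAATGAGACC, at chromosome 1, 11140043 to 11140066 on the plus strand within the long noncoding RNA gene AT1G06417, had 487 ± 63.4 RPM in WT. AAATGGATGAAACGATGAAAGCCT, at chromosome 4, 2560351 to 2560374 on the minus strand between annotated genes, had 471 ± 79.6 RPM in WT. The most abundant sequence in both genotypes was TCGGACCAGGCTTCATTCCCC, of the miR166 family, with 7 genomic sites, one of them at chromosome 5, 17516378 to 17516398 on the plus strand inside MIR166f (AT5G43603). It made up 90147 ± 15807 RPM in WT and 304651 ± 22969 RPM in rdr126 (log2 fold change 1.76 ± 0.74 SE, adjusted p 0.0414 in edgeR). The call was lost under 6 of the 12 alternatives. The log2 fold change was 0.04 with miRNA-read totals (adjusted p 0.871 in edgeR), 0.36 with TMM factors (adjusted p 0.630 in edgeR) and 0.41 in DESeq2 (adjusted p 0.300). Without WT replicate 1, 2 or 3 the adjusted p in edgeR was 0.167, 0.0908 and 0.0738.

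Exact matches formed 31731 loci, which held 73.2%, 72.8% and 74.2% of the 18 to 30 nt reads in WT and 77.4%, 77.2% and 76.7% in rdr126. Of these, 17845 were tested, with a median log2 fold change of -7.69. Most tested loci had 0 reads in every rdr126 library, so this median rests largely on changes set by edgeR's prior count. The median was -6.91 with TMM factors, -8.79 with miRNA-read totals and -7.63 in DESeq2. Loci with reads in both genotypes could move further. With TMM factors the retained locus from 1967198 on chromosome 3 went from 0.95 to 4.86. These factors ranged from 0.0602 in rdr126 replicate 2 to 1.27 in rdr126 replicate 1, so TMM values at loci are not reliable estimates. Each change at a locus is thus relative to the scaling used. In edgeR's quasi-likelihood test, 16668 loci were lower, 970 were higher and 207 were not called. With the replicate number as a block, 16653 were lower and 926 were higher, and the correlation of same-numbered libraries across sequences was -0.103. The number higher moved most, to 56, with miRNA-read totals, and the number lower ranged from 7449, with at least 50 counts in 3 libraries, to 30142, with windows of 500 nt. Among the lower loci, 16462 (98.8%) had 24 nt as their most frequent read length and 11493 (69.0%) had 0 reads in every rdr126 library. Among the higher loci, 115 had 24 nt as their most frequent length, 440 overlapped structural RNA genes and 176 overlapped miRNA genes.

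The 5 loci named for the largest falls had 0 reads in every rdr126 library, so their log2 fold changes are set by edgeR's prior count and are not given. The first lay on chromosome 3 at 1210332 to 1211227, 362 nt from AT3G04490, and had 1833 ± 281 RPM in WT. The next lay on chromosome 3 at 7420268 to 7421302 in exons of AT3G21170, with 893 nt of coding sequence, and had 1360 ± 141 RPM. The others lay between annotated genes, on chromosome 4 at 2559160 to 2559939 (1238 ± 204 RPM), on chromosome 2 at 17848037 to 17848787 (1064 ± 178 RPM) and on chromosome 2 at 11993029 to 11993458 (973 ± 122 RPM).

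Among loci with a mean of at least 10 RPM over all 6 libraries, the largest rise was on chromosome 3 at 11482748 to 11482874. A further 3 loci rose more but had lower means. The largest of these rises was at a locus on chromosome 3 from 18352807 to 18352887, overlapping a protein-coding gene. It had 0 reads in every WT library and 98, 95 and 107 reads in the rdr126 libraries. This locus also counts as retained, because that definition sets no minimum of WT reads. Its log2 fold change is set by edgeR's prior count and is not given. The named locus lay 38 nt from AT3G00580 and rose from 1.70 ± 0.27 to 77.7 ± 7.94 RPM (log2 fold change 5.51 ± 0.21 SE, adjusted p 2.05e-08 in edgeR). A neighbouring locus at 11481962 to 11482084 on the same chromosome rose from 1.14 ± 0.89 to 36.1 ± 3.17 RPM. The locus on chromosome 4 at 13295904 to 13296111, in the exon of the noncoding RNA gene AT4G26255, rose from 27.1 ± 3.42 to 433 ± 57.6 RPM, and 74.0% of its reads were 24 nt long. On chromosome 1, a locus at 28544432 to 28544595 overlapped MIR835 and a UTR of AT1G76065 and rose from 3.77 ± 2.38 to 57.9 ± 9.21 RPM. On chromosome 2, a locus at 771489 to 771523 overlapped MIR840 and a UTR of AT2G02750 and rose from 12.3 ± 1.48 to 147 ± 15.0 RPM.

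Retained loci, which the study's title places at its centre, numbered 182. They were 1.08% of the 16779 tested loci outside miRNA genes that had at least 80% of reads 20 to 24 nt long, and 16585 (98.8%) of those loci were lower. Of the retained loci, 149 were called higher and 33 were not called. The most frequent read length was 24 nt at 67 of them, 21 nt at 54, 23 nt at 37, 22 nt at 16 and 20 nt at 8. Of the 182, 50 overlapped tRNA genes and 125 lay outside structural RNA genes, a criterion chosen after seeing the data. At these 125 the most frequent length was 21 nt at 50, 24 nt at 49, 22 nt at 15, 20 nt at 6 and 23 nt at 5. Most of the retained loci with 23 nt thus overlapped structural RNA genes, and 24 nt did not exceed 21 nt outside them. With the replicate number as a block, 184 loci were retained, where the correlation of same-numbered libraries across sequences was -0.103. The count ranged from 97, with a filter of at least 50 counts in 3 libraries, to 248, with windows of 500 nt.

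The retained locus with the most rdr126 reads spanned chromosome 3 from 1967198 to 1970449, over exons of AT3G06435 and of the long noncoding RNA gene AT3G01845. It had 4354 ± 480 RPM in WT and 8428 ± 701 RPM in rdr126 (log2 fold change 0.95 ± 0.21 SE, adjusted p 0.00119 in edgeR). The next, on the same chromosome from 1963728 to 1966991, over the long noncoding RNA gene AT3G01835, had 4156 ± 442 and 8125 ± 705 RPM. Only 19.3% and 14.0% of the reads at these loci had 1 genomic site, so their counts rest mostly on shared reads. On chromosome 5, a locus at 22322692 to 22323110 lay 357 nt from AT5G55010, with 65.5% of its reads 21 nt long. It rose from 812 ± 113 to 2119 ± 252 RPM. On chromosome 1, a locus at 24721051 to 24721509 over the long noncoding RNA gene AT1G08833 had 306 ± 51.8 and 459 ± 67.7 RPM (log2 fold change 0.58 ± 0.20 SE, adjusted p 0.0178 in edgeR), and it was not called with the replicate block (adjusted p 0.122 in edgeR). It was also not called in DESeq2 (log2 fold change 0.01, adjusted p 0.956), without WT replicate 1 (adjusted p 0.0931 in edgeR) or without rdr126 replicate 3 (adjusted p 0.0607 in edgeR). With TMM factors, which differed widely within rdr126, the loci from 1967198 and from 1963728 had larger log2 fold changes, 4.86 and 4.87. Neither locus was called (adjusted p 0.0566 and 0.0551 in edgeR). In DESeq2 the changes at these loci were 0.39 and 0.40, also not called (adjusted p 0.0717 and 0.0634). The signs of the changes at these 4 loci were reversed when libraries were scaled by miRNA reads.

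The remaining named retained locus, on chromosome 3 from 16158904 to 16161651 over exons and introns of AT3G44570 and AT3G44580, differed among the WT libraries. It had 1014 and 1052 RPM in WT replicates 1 and 2 and 18.04 RPM in WT replicate 3, against 1876, 1630 and 1802 RPM in rdr126. Its log2 fold change was 1.35 ± 0.94 (SE), with an adjusted p of 0.187 in edgeR. Without WT replicate 3 it was 0.78, with an adjusted p of 0.0109 in edgeR. With the replicate block it was 2.18, with an adjusted p of 1.02e-07 in edgeR. The rise was far larger in the pair of replicate 3 than in the other pairs, so this p-value does not show that the pairs agree. With TMM factors, which differed widely within rdr126, the log2 fold change was 5.28, with an adjusted p of 0.0495 in edgeR. Scaled by miRNA reads it was -0.48, with an adjusted p of 0.0704.

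**Figure D3:**
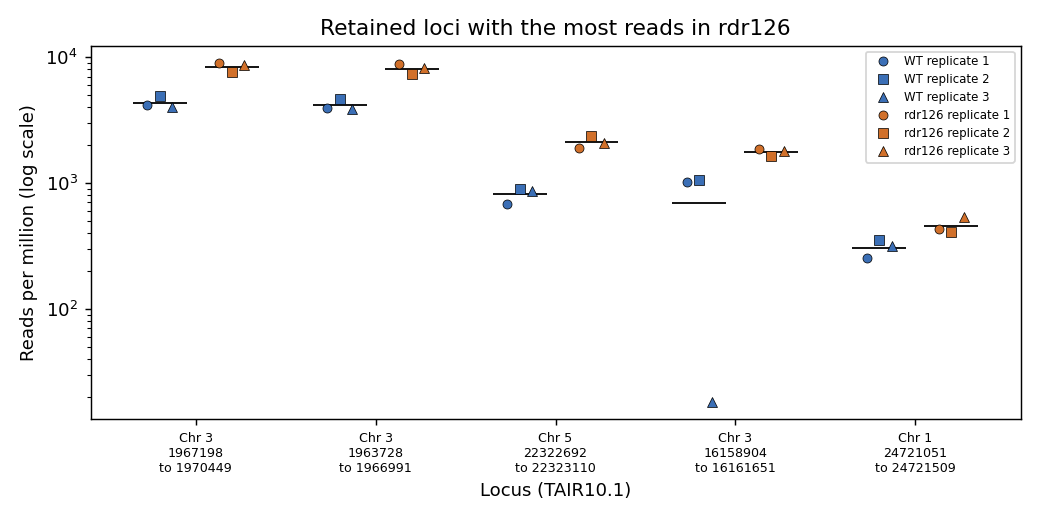
Points show RPM (log axis) in each library at the 5 retained loci with the highest rdr126 mean, named by TAIR10.1 position, and lines show the mean of each genotype. WT replicate 3 has 18.04 RPM at the locus starting at 16158904 on chromosome 3, where WT replicates 1 and 2 have 1014 and 1052 RPM.

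Of 326 annotated miRNA genes, 223 were tested relative to one another. In edgeR's quasi-likelihood test with TMM factors, 104 changed, 73 lower and 31 higher. With the replicate number as a block, 94 changed, where same-numbered libraries had a correlation of -0.103 across sequences. The median log2 fold change was -0.15 with TMM factors and 1.37 with library totals. The count fell most, to 31, with reads of 21 nt only, and rose most with library totals, where 194 genes changed, 37 lower and 157 higher. Of the lower genes, 36 fell by more than 3 on the log2 scale.

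Under the naming rule, the largest falls were at MIR5644 (AT5G06175, chromosome 5, 16649994 to 16650138), MIR8166 (AT1G04993, chromosome 1, 4525271 to 4525360) and MIR8172 (AT4G05925, chromosome 4, 7102461 to 7102632). These genes had 26.9 ± 4.51, 26.0 ± 6.82 and 22.9 ± 0.77 TMM-scaled RPM in WT and 0 reads in every rdr126 library. The largest rises were at MIR835 (AT1G76062, chromosome 1, 28544454 to 28544853), from 7.23 ± 3.85 to 32.04 ± 6.64 TMM-scaled RPM, at MIR840 (AT2G02741, chromosome 2, 771337 to 771562), from 23.9 ± 2.83 to 88.5 ± 4.54, and at MIR3933 (AT5G05915, chromosome 5, 15758105 to 15758192), from 4.87 ± 0.95 to 17.98 ± 0.91. The rise of MIR835 was not past the threshold with reads of 21 nt only (adjusted p 0.528 in edgeR).

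Among the miRNA genes whose products trigger TAS cleavage, MIR173 (AT3G23125, chromosome 3, 8236153 to 8236254) had a log2 fold change of -0.01 ± 0.12 (SE, adjusted p 0.948 in edgeR) with TMM factors and of 1.52 (adjusted p 2.89e-05) with library totals. MIR390a (AT2G38325, chromosome 2, 16061954 to 16062060) rose by 0.80 ± 0.11 (adjusted p 0.000442 in edgeR) and MIR390b (AT5G58465, chromosome 5, 23636947 to 23637066) by 0.86 ± 0.11 (adjusted p 0.000237 in edgeR). With 1-site reads only, the log2 fold changes of MIR390a and MIR390b were 0.22 and -0.02, neither past the threshold (adjusted p 0.435 and 0.929 in edgeR). Most reads of MIR390a and MIR390b are shared between these genes, so this setting leaves them out and cannot decide whether they rose. With reads of 21 nt only, the log2 fold changes were 0.70 and 0.75 (adjusted p 0.00549 and 0.00466 in edgeR).

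**Figure D4:**
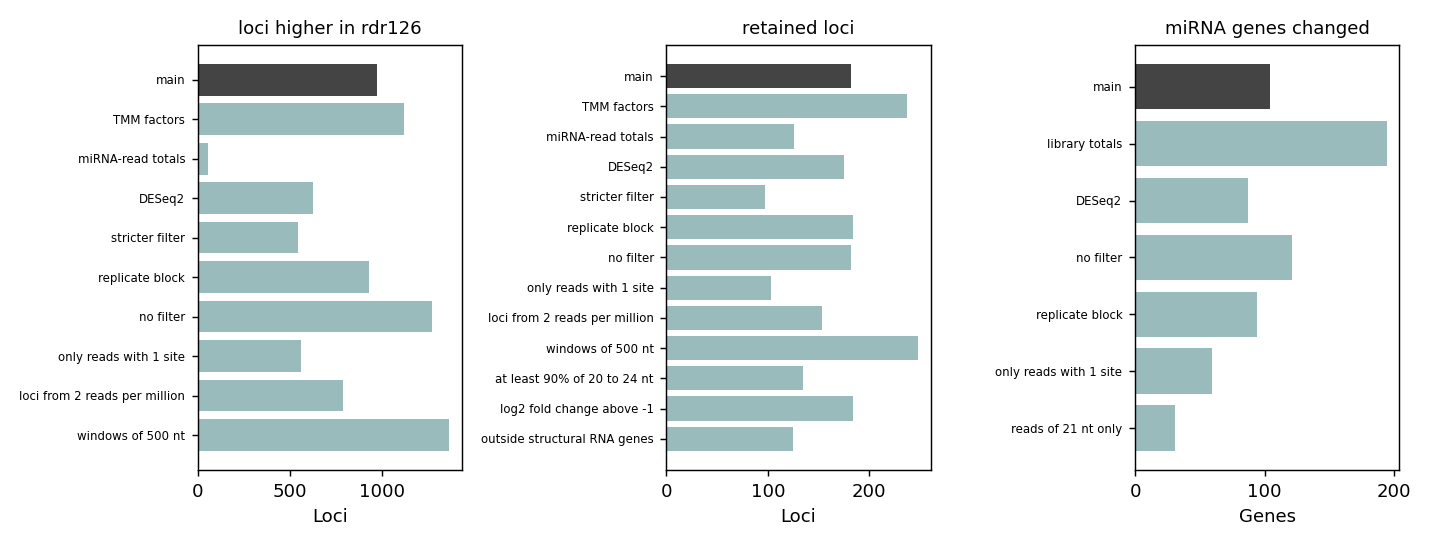
Bars show the number of loci higher in rdr126, of retained loci and of miRNA genes changed under the reported setting (main, dark) and under each alternative (light). Loci higher in rdr126 number 970 as reported and 56 with miRNA-read totals, and miRNA genes changed number 104 as reported and 31 with reads of 21 nt only.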

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

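The test of the adapter reads was chosen after the result was seen, and the tests of the read lengths were chosen before.

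Reads outside the analysed lengths were more frequent in rdr126. Reads of 31 to 42 nt made up 12.8%, 11.2% and 9.98% of all reads in the WT replicates and 16.4%, 20.02% and 25.9% in the rdr126 replicates, with means of 11.3% ± 1.39 and 20.8% ± 4.81 (SD, n = 3, exact permutation test, p = 0.1, the smallest possible). Reads of 15 to 17 nt made up 3.27%, 3.68% and 3.60% in WT and 10.8%, 7.67% and 3.996% in rdr126, with means of 3.52% ± 0.22 and 7.48% ± 3.39. These lengths enter the comparisons only in the denominator of the alternative that counts reads of any length. A share can rise because other reads are missing from the total, so the reads were also set against structural RNA reads of 18 to 30 nt. The ratio of 31 to 42 nt reads to structural RNA reads in rdr126 was 0.820 times that in WT and no longer separated the genotypes (exact permutation test, p = 0.4, n = 3). For reads of 15 to 17 nt the ratio was 0.933 times that in WT (exact permutation test, p = 0.9, n = 3). Set against miRNA reads, reads of 31 to 42 nt had mean ratios of 0.846 in WT and 0.552 in rdr126 (exact permutation test, p = 0.2, n = 3). For reads of 15 to 17 nt they were 0.261 and 0.196 (exact permutation test, p = 0.3, n = 3). No ratio had a higher mean in rdr126, so the rise in share can come from siRNA reads missing from the total. A difference in size selection between libraries was not tested.

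Pieces of the 5-prime library adapter, with at least 15 nt of its 3-prime end, appeared in WT replicate 2. They made up 1.15% of its 18 to 30 nt reads (112930 reads), against 0.00124% and 0.00115% in WT replicates 1 and 3 and from 0.00294% to 0.00430% in rdr126. Of these reads in WT replicate 2, 0% matched the genome exactly. The reads were picked by the adapter sequence, so this was expected from the choice and decides nothing. A biological explanation was not tested. Without the adapter pieces, a setting chosen after seeing the data, the differences between genotypes were -45.0 percentage points for the 24-nt share, 33.5 for the 21-nt share and 36.9 for the miRNA read share.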

How the results depend on the processing

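The alternatives were set before the data were examined, except the 3 that left out adapter reads and the one that left out structural RNA genes, which were chosen after seeing the data.

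The 24-nt, 21-nt and miRNA read shares and the summed TAS change kept their direction under every alternative tried. Across the 6 fits that each left out one replicate, the difference ranged from -45.3 to -43.9 percentage points for the 24-nt share, from 31.96 to 34.6 for the 21-nt share and from 35.2 to 38.2 for the miRNA read share, and the log2 change of TAS reads from -7.35 to -7.04. The exact tests of shares cannot pass 0.05 in this design, so their p-values show no stability. With the replicate number as a block, where the correlation of same-numbered libraries across sequences was -0.103, the differences in means are the same by construction.

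Counts past the threshold depended more on the settings. Sequences lower in rdr126 numbered 30262 as reported, 6616 with at least 50 counts in 3 libraries and 191040 with the filter of 10 counts in total. Across the fits that each left out one replicate they ranged from 29859 to 46654. Sequences higher in rdr126 numbered 14172 as reported, 913 with TMM factors, 481 with miRNA-read totals, 707 in DESeq2, 4139 with at least 50 counts in 3 libraries and 28642 with the filter of 10 counts in total, and ranged from 13176 to 17950 with one replicate left out. TMM factors for sequences were 0.565 to 0.650 in WT and 1.42 to 1.81 in rdr126, so they lower the changes as a group. Scaling by miRNA reads also lowered the change at every named sequence. The cause of the other differences was not tested.

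Loci lower in rdr126 numbered 16668 as reported, 7449 with at least 50 counts in 3 libraries, 28514 with no filter, 9692 when built from 2 RPM and 30142 with windows of 500 nt, and ranged from 16365 to 19887 with one replicate left out. Loci higher in rdr126 numbered 970 as reported, 56 with miRNA-read totals, 626 in DESeq2, 543 with at least 50 counts in 3 libraries and 559 with 1-site reads only, and ranged from 962 to 1133 with one replicate left out. Retained loci numbered 182 as reported, 97 with at least 50 counts in 3 libraries and 103 with 1-site reads only. They numbered 237 with TMM factors, 248 with windows of 500 nt, 135 with at least 90% of reads 20 to 24 nt long, 125 without structural RNA genes, and from 182 to 195 with one replicate left out. TMM factors at loci ranged from 0.0602 in rdr126 replicate 2 to 2.63 in WT replicate 1, and were not similar within rdr126. With miRNA-read totals the median over loci moved from -7.69 to -8.79, although it rests largely on loci with 0 reads in rdr126. The cause of the other differences was not tested.

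The miRNA genes changed numbered 104 as reported, 194 with library totals, 59 with 1-site reads only and 31 with reads of 21 nt only, and ranged from 81 to 105 with one replicate left out. Library totals shift the genes upward as a group, and the median log2 fold change moved from -0.15 to 1.37. Among the named genes, those with reads in both genotypes moved by similar amounts, such as MIR173 from -0.01 to 1.52. Those with 0 reads in rdr126 moved less, such as MIR5644 from -10.6 to -9.78. The cause of the other differences was not tested.

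Of 433 comparisons of the 36 named items with an alternative, 402 kept their direction and side of the threshold, 16 were weaker, 3 were stronger and 12 were reversed. Weaker and stronger refer here to the loss or gain of a call and not to the size of the change. At the loci from 1967198 and 1963728 the change was larger with TMM factors, 4.86 and 4.87, although the call was lost. Scaling by miRNA reads reversed the 5 named retained loci, to -0.79 and -0.78 at chromosome 3 from 1967198 and from 1963728, -0.36 at chromosome 5 from 22322692, -0.48 at chromosome 3 from 16158904 and -1.15 at chromosome 1 from 24721051. The adjusted p in edgeR was 0.000464, 0.000624, 0.178, 0.0704 and 6.09e-05 in this order, so 3 of the 5 were past the threshold. Scaled by miRNA reads, these 3 were called lower and so no longer met the definition of a retained locus. This scaling lowers every locus. MIR173, at -0.01 as reported, changed sign with library totals (1.52), in DESeq2 (0.0053), with no filter (0.12), with 1-site reads (0.020), without WT replicate 1 (0.049) and without WT replicate 3 (0.070), within a range from -0.067 to 0.070 over the fits that each left out one replicate. MIR390b was reversed with 1-site reads (-0.024). Apart from the common shifts with miRNA-read totals and library totals, the cause was not tested.

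Named loci have no value with loci built from 2 RPM or with windows of 500 nt, where the loci themselves differ. With 2 libraries left in a genotype, the exact tests of shares cannot go below p = 0.2. At loci with 0 reads in rdr126 the depth limits the size of the fall that can be shown, since 1 library's floor is 3 reads.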

Other observations

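The tests of other splits of the libraries, tRNA copies, left-over shares at 24-nt loci, extended miRNA reads and reads shared with the chromosome 3 locus were chosen after the results were seen. The other tests were chosen before.

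The genotypes were compared with other splits of the 6 libraries. Of the 4 splits that part all 3 same-numbered pairs, 1 (the real one) gave as many changed sequences, 1 as many changed loci and 1 as many changed miRNA genes. The other 3 gave 0 features past the adjusted threshold, and at an unadjusted p under 0.05 they gave at most 15 sequences, 0 loci and 5 miRNA genes. The remaining 6 of the 10 splits part 1 pair each and also gave 0, with at most 13 sequences, 0 loci and 7 miRNA genes at an unadjusted p under 0.05. With 4 splits the share cannot fall below 0.05, so chance assignment of libraries cannot be excluded by this count.

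Retained loci were examined for inverted repeats, whose transcripts can fold into double-stranded RNA without an RNA-dependent RNA polymerase. The locus and 500 nt on each side were searched for 20-nt words whose reverse complement lies in the same region, with at least 30 such positions required. Of 69 retained loci of at least 50 nt outside structural RNA genes, 23 (33.3%) had an inverted repeat, against 5 of 345 (1.45%) lower loci of similar length (Fisher's exact test, p = 2.01e-15, odds ratio 34.0). Neighbouring loci are not independent, and with loci within 5000 nt counted once the numbers were 15 of 47 and 5 of 318 regions (p = 4.78e-11, Fisher's exact test). The search found 100 of 100 inverted repeats planted in random sequence and 0 in 100 random sequences. Inverted repeats are thus a candidate source of part of the retained loci, and the other 46 had none by this definition. Among the named retained loci, those on chromosome 3 from 1967198, 1963728 and 16158904 had 358, 360 and 588 such positions. The locus on chromosome 1 from 24721051 had 82, and that on chromosome 5 from 22322692 had 10, below the limit. The loci from 1967198 and 1963728 lie within 5000 nt of each other, so they count once as a region. A further 46 retained loci (25.3% of 182) overlapped a tRNA gene and had fewer than 10% of their reads at 1 site. The limit for this share was set with the number of tRNA loci known, so it decides nothing.

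At the retained locus on chromosome 3 from 16158904 to 16161651, WT replicate 3 was 56.2 times lower than the lower of the other WT libraries. The drop was rare in this library. Of 6046 loci with at least 10 RPM in the other WT libraries, 3 (0.0496%) were at least 8 times lower in WT replicate 3, against 7 and 5 such loci for WT replicates 1 and 2. It is not explained by reads with several sites, because 1-site reads were lower by 47.6 times. At the lower limit of 10 reads in each of the other WT libraries, 6 of 145 retained loci were at least 8 times lower in WT replicate 3, against 0 of 137 and 1 of 133 for WT replicates 1 and 2. The 5 others lay on chromosome 2 from 5885224 to 5885778 and on chromosome 3 from 12530134 to 12530409. Of the WT replicate 1 and 2 reads at these 5 loci, 94.9% also matched the locus from 16158904, so their drop is consistent with reads shared with that locus. The adjoining locus from 16158437 to 16158796 had 24.99, 21.5 and 4.34 RPM in the WT replicates, and the locus before it, from 16158036, had 26.0, 28.6 and 15.1 RPM. A sequence variant carried by the plants of WT replicate 3 was not tested, and the design gives no group that separates this library from the other WT libraries, so no biological explanation was tested.

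The TAS reads left in rdr126 were 0.673% of the WT level. Reads carried over from WT libraries would have the WT strand balance. Among 1-site TAS reads, the transcript's strand held 51.1%, 47.6% and 51.8% in WT and 70.2%, 56.7% and 59.8% in rdr126, a difference of 12.1 percentage points (exact permutation test, p = 0.1, n = 3, the smallest possible). The rdr126 values rest on 188, 307 and 338 reads, with Wilson 95% intervals of 63.3 to 76.3, 51.1 to 62.1 and 54.5 to 64.9. The left-over share also lay at percentile 97.7 among 608 lower 24-nt loci with at least 100 RPM in WT, whose median left-over share was 0.0446%. Within the 1-site TAS reads of 20 to 24 nt, those of 21 nt made up 70.8%, 70.9% and 72.3% in WT and 68.6%, 59.6% and 71.6% in rdr126. Among TAS reads of 18 to 30 nt, a comparison made after the results were seen, they made up 70.2%, 70.2% and 71.7% in WT and 54.4%, 49.1% and 58.8% in rdr126, and reads of 25 to 30 nt made up 1.10%, 1.23% and 1.11% in WT and 16.0%, 12.1% and 15.3% in rdr126. Pieces of the TAS transcripts are thus a possible source of a part of the reads. The strand balance goes against carry-over as the only source, and carry-over of a part of the reads remains possible.

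Of the 36 miRNA genes that fell by more than 3 on the log2 scale, 34 (94.4%) had mostly 23 to 24 nt reads in WT, against 16 of 187 (8.56%) of the other tested genes (Fisher's exact test, p = 1.57e-25). Genes of a family share reads and are not independent. With the member with the most WT reads standing for each family, a step added after the result was seen, the numbers were 19 of 20 and 14 of 122 families (Fisher's exact test, p = 8.01e-14). This is consistent with annotated miRNA genes that make 24-nt siRNAs depending on the missing polymerases. The genes MIR5644, MIR8166 and MIR8172 are among the 36.

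Reads that begin with the 23-nt sequence ATCGGCTGCCGGTGGCGTACAAG of MIR160c rose from 0.344 ± 0.230 to 74.4 ± 2.31 RPM, with 3, 1 and 4 reads in the WT libraries and 378, 428 and 449 in the rdr126 libraries. Reads that begin with AATGAATGATGCGGTAGACAAA of MIR319a rose from 4.40 ± 0.66 to 336 ± 37.2 RPM. Each difference gave p = 0.1 in an exact permutation test (n = 3), with every rdr126 library above every WT library. The fold rise was 41.0 times that of the whole gene for MIR160c and 26.6 times for MIR319a, so a rise of the whole gene does not account for it. These sequences were picked for their rise, which favours such a ratio. Shares of longer miRNA reads in rdr126 were 0.681 times those in WT at 24 nt or longer and, without the reads above, 1.08 times at 25 nt or longer (exact permutation test, p = 0.6, n = 3). These shares decide nothing, because they include WT reads of the genes that fell and leave out tailed reads, which have no exact match. With reads that carry a tail of up to 3 nt counted and the genes that fell left out, the share of 25 nt or longer was 0.894 times that in WT (exact permutation test, p = 0.2, n = 3), so a rise common to all miRNA reads was not seen. The pooled share is weighted to abundant genes. Over the 37 genes with at least 10 such reads in WT, the median ratio was 1.41 and the largest was 12.1, at MIR319b, so the change may extend to other genes. A difference between library batches, which cannot be separated from genotype here, may still underlie the pattern. A hypothesis is that these arms are processed or tailed differently in the mutant. The pooled share of tailed miRNA reads of any length was 0.754 times that in WT (exact permutation test, p = 0.1, n = 3). It was 3.63% to 3.89% in WT and 2.67% to 2.90% in rdr126, so a general rise in tailing was not seen. This pooled share does not test the arms themselves.

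WT replicate 2 held 581 genome-matched sequences at least 20 times higher than in both other WT libraries, against 142 for WT replicate 1 and 12 for WT replicate 3. Of these, 392 were 24 nt long and 47.2% of those ended in G, against 14.0% of all 17676 examined 24-nt sequences. A separate set was then tested. Among 427 sequences of 24 nt that were 3 to 10 times higher in WT replicate 2, 34.7% ended in G, which is 2.47 times the percentage among all, while the 25 and 7 such sequences of WT replicates 1 and 3 had 0% ending in G. An end preference in library preparation that differed for this library is a candidate explanation, and no biological explanation was tested.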
